# Severity of Peripheral Infection Differentially Affects Brain Functions in Mice via Microglia-Dependent and -Independent Mechanisms

**DOI:** 10.3390/ijms242417597

**Published:** 2023-12-18

**Authors:** Yen-Phung Le, Kozo Saito, Bijay Parajuli, Kent Sakai, Yuto Kubota, Miho Miyakawa, Youichi Shinozaki, Eiji Shigetomi, Schuichi Koizumi

**Keywords:** microglia, macrophage, ischemic tolerance, middle cerebral artery occlusion (MCAO), lipopolysaccharide (LPS), RNA sequencing

## Abstract

Peripheral infection induces inflammation in peripheral tissues and the brain, impacting brain function. Glial cells are key players in this process. However, the effects of peripheral infection on glial activation and brain function remain unknown. Here, we showed that varying degrees of peripheral infection had different effects on the regulation of brain functions by microglia-dependent and -independent mechanisms. Acute mild infection (one-day LPS challenge: 1LPS) exacerbated middle cerebral artery occlusion (MCAO) injury, and severe infection (four-day LPS challenge: 4LPS) for one week suppressed it. MCAO injury was assessed by triphenyltetrazolium chloride staining. We observed early activation of microglia in the 1LPS and 4LPS groups. Depleting microglia with a colony-stimulating factor-1 receptor (CSF1R) antagonist had no effect on 1LPS-induced brain injury exacerbation but abolished 4LPS-induced protection, indicating microglial independence and dependence, respectively. Microglia-independent exacerbation caused by 1LPS involved peripheral immune cells including macrophages. RNA sequencing analysis of 4LPS-treated microglia revealed increased factors related to anti-inflammatory and neuronal tissue repair, suggesting their association with the protective effect. In conclusion, varying degrees of peripheral inflammation had contradictory effects (exacerbation vs. protection) on MCAO, which may be attributed to microglial dependence. Our findings highlight the significant impact of peripheral infection on brain function, particularly in relation to glial cells.

## 1. Introduction

Infection and inflammation in peripheral tissues have a significant impact on central functions. Although viruses and bacteria can infiltrate the brain directly, in most cases various molecules such as danger-associated molecular patterns (DAMPs) and cytokines released from peripheral immune cells reach the brain and affect brain functions [1,2]. In addition to neurons, the brain contains vascular system cells as well as glial cells, which have an important role in communication with peripheral immune cells [3,4]. Glial cells in the brain include astrocytes, oligodendrocytes, and especially microglia, which have an important role in information exchange and are considered interface cells with peripheral organs and cells. For example, microglia in the spinal cord dorsal horn sense peripheral nerve injury and transmit it to the brain, causing neuropathic pain [5]. Microglia can also sense systemic peripheral inflammatory conditions via the blood-brain barrier, and communicate them to the brain [6].

Microglia respond immediately to various types of peripheral infection and inflammation such as the intraperitoneal administration of lipopolysaccharide (LPS), which mimics bacterial infection in the periphery, by changing their phenotype to a strongly Iba1-positive activated form [2]. Microglia are the only innate immune cells in the brain and are very sensitive to environmental changes inside and outside the brain. In addition to their function as immune cells, microglia are involved in synaptogenesis [7], synaptic pruning [8], environmental maintenance by debris removal [9], protective effects in neurodegenerative diseases [10], as well as playing a very important role in the regulation of core brain functions. Therefore, if the microglia phenotype changes upon receiving peripheral inflammatory information, the ability of the brain to transmit information is greatly affected. However, little is known about the regulation of brain functions via microglia during peripheral infection/inflammation. In particular, it is unclear how peripheral inflammation triggered by LPS affects microglia and alters pathological conditions such as ischemic damage.

In this study, we used a model that mimics peripheral infection using LPS to evaluate how microglia perceive a peripheral infection and to investigate the subsequent effects on brain damage induced by middle cerebral artery occlusion (MCAO). We also investigated the effects of different degrees of peripheral inflammation on brain function by varying the dose of LPS. Here, we showed that mild LPS stimulation (one-day LPS challenge) exacerbated subsequent MCAO-induced brain damage and that this was microglia-independent. We also showed that severe LPS stimulation (four-day LPS challenge), unlike mild LPS stimulation, inhibited MCAO-induced brain infarction via a microglia-dependent mechanism, and demonstrated the molecular mechanism involved. Thus, we demonstrate that peripheral infection and inflammation regulate MCAO damage in opposite directions, depending on the degree of infection and inflammation, and that the presence or absence of microglial involvement has a major role in these processes.

## 2. Results

### 2.1. Opposite Effects of Different Doses of LPS on MCAO-Evoked Brain Damage

To examine the effect of different degrees of peripheral inflammation on brain ischemic insults, we administered LPS before the induction of experimental brain injury by MCAO. We injected C57BL6/J mice with a single dose of 500 µg/kg LPS or normal saline intraperitoneally (i.p.), followed by normal saline (NS) injection for three consecutive days (hereafter 1LPS mice and NS mice, respectively; see Section 4 Materials and Methods). Seven days after the first injection (D7), MCAO was performed for 30 min, followed by triphenyltetrazolium chloride (TTC) staining the next day to assess the infarct volume (Figure 1A). We found larger infarct volumes in the MCAO ipsilateral hemisphere of 1LPS-treated mice than in mice receiving NS injection, suggesting that LPS treatment exacerbated the cerebral infarction (Figure 1B). To investigate whether severe inflammation affected the ischemic lesions, we treated mice with NS or LPS (500 µg/kg) once per day for four consecutive days, and then performed MCAO for 40 min (Figure 1C). Interestingly, mice with a four-day LPS challenge (4LPS mice) had reduced infarct volumes compared with four-day NS-treated control mice (NS group). In the NS group, infarct lesions were present in the cortex and striatum, but in the 4LPS group, the lesions were dramatically decreased, especially in the striatum (Figure 1D; control NS group for 4LPS is substantially different from that for the 1LPS group because the MCAO duration time of 1LPS and 4LPS were not identical; see Section 4 Materials and Methods). These data suggest that severe inflammation (4LPS) may have an inhibitory effect on ischemic damage, whereas mild peripheral inflammation (1LPS) worsens it. The 1LPS-evoked MCAO exacerbation and 4LPS-evoked MCAO protection were transient responses as they were observed at D7 but had disappeared by D14. Thus, the degree of peripheral inflammation might determine the amelioration or augmentation of brain infarctions.

### 2.2. LPS Administration Induces the Transient Activation of Microglia and Sustained Activation of Astrocytes

We next examined how peripheral inflammation modulated cerebral infarction, and what type of cells mediated this action. Previous studies reported that LPS challenge activated glial cells, which affected various disease conditions [11]. We therefore considered that glial cells were involved in the LPS-induced exacerbation or protection of MCAO. MCAO-induced lesions were present in the striatum and cortex, and the effect of LPS was also observed in these brain regions, although its effect was particularly pronounced in the striatum (Figure 1). Therefore, we presented data specifically related to the striatum. We investigated the effect of LPS on the glial cells, microglia, and astrocytes. We harvested brain samples at 1, 3, 7, 14, and 28 days (D1, D3, D7, D14, and D28) after the first day of NS, 1LPS, or 4LPS i.p. injection and performed immunohistochemistry for Iba1 and GFAP (Figure 2A). In the striatum, 1LPS increased Iba1 intensity, which showed a rapid onset and transient response as it was increased significantly at D3 and D7 but declined to levels similar to the NS-treated controls at D14 and D28 (Figure 2B,D). The 4LPS also significantly increased Iba1 intensity at D7, which was transient and decreased to baseline levels after D14. At D7, Iba1 intensity in 4LPS mice was significantly higher than that in 1LPS mice. Similar results were obtained in the cerebral cortex, a brain region that is supplied by the MCA. Similar to the Iba1 intensity, LPS increased the intensity of GFAP staining in the striatum. GFAP intensity was significantly increased in the 1LPS group at D3, D7, and D14 and the 4LPS group at D7, D14, and D28 (Figure 2C,E). The onset of activation was similar to that of Iba1, but its duration was longer for GFAP, with increases observed up to D14 for 1LPS and up to D28 for 4LPS (Figure 2E). Similar results were obtained in the cerebral cortex. Collectively, the peripheral administration of LPS activated microglia and astrocytes, and the activation of microglia was more transient, consistent with previous studies [2].

### 2.3. Severe Inflammation by LPS Protects against MCAO via Microglia

The effects of 1LPS and 4LPS on MCAO were observed for a limited time window around D7, and this time course was similar to that of microglial activation. As microglial activation was observed at D7 after the 1LPS and 4LPS treatments, we investigated whether microglia were involved in the MCAO aggravating effect by 1LPS and the MCAO protective effect by 4LPS. For this, we depleted microglia using PLX5622 (PLX), an inhibitor of the colony-stimulating factor-1 (CSF1) receptor [12]. PLX was fed to mice from one week prior to and until the end of the experiment (Figure 3C,E). One week after starting PLX treatment, we conducted the same experiment as shown in Figure 1, and established 1LPS, 4LPS, and NS mice that subsequently underwent MCAO (Figure 3C,E). First, we confirmed that PLX feeding for 7 days prior to LPS administration reduced microglia in the mice brain by 80% (53.22 ± 1.68 and 10.78 ± 0.72 Iba1(+) cells in one field of view of the striatum for control diets and PLX diets, respectively, *p* < 0.001, Figure 3A,B). Next, we tested whether the depletion of microglia by PLX affected MCAO-evoked brain damage in NS-treated mice and confirmed that there was no significant difference in the MCAO-evoked infarct volume between NS and PLX-NS mice (PLX-NS: 82.8 ± 8.64% of the NS group, *p* = 0.17 with 30 min MCAO and PLX-NS: 102.4 ± 10.73% of the NS group, *p* = 0.675 with 40 min MCAO). Then, we investigated the effect of PLX on MCAO-evoked brain damage in 1LPS- and 4LPS-treated mice. As shown in Figure 3D, the MCAO exacerbating effect in 1LPS mice was not affected by PLX treatment. The MCAO-evoked infarct volume in 1LPS-treated mice was still significantly larger than that in NS mice, even under PLX treatment conditions (Figure 3D; PLX-NS vs. PLX-1LPS, *p* < 0.05). In contrast, the MCAO protecting effect of 4LPS was almost abolished by PLX treatment, and there was no significant difference in the infarct volume between PLX-NS and PLX-4LPS mice (Figure 3F; as in the Figure 1 data, control PLX-NS group for PLX-4LPS is substantially different from that for PLX-1LPS group because the MCAO duration time of two experiments is not identical; see Section 4 Materials and Methods). These data indicate that 1LPS-induced MCAO exacerbation was independent of microglia, whereas the 4LPS-induced MCAO protection was dependent on microglia, suggesting that different degrees of peripheral infection/inflammation have opposite effects on MCAO-evoked brain damage. Interestingly, the difference appeared to be related to the involvement of microglia.

### 2.4. Peripheral Macrophages Contribute to Mild Inflammation-Related MCAO Exacerbation

Our prior data suggested that MCAO exacerbation was independent of microglia. LPS administration activates peripheral immune cells that produce and release many active molecules such as cytokines and chemokines, leading to systemic inflammation. This LPS-induced inflammation also causes a proinflammatory state in the brain via released cytokines [2,13,14]. Therefore, to examine the mechanism underlying the 1LPS exacerbation, we targeted macrophages, a type of immune cell present in systemic organs or in the border of the brain, that are activated by the systemic injection of LPS [15], which might have an impact on brain parenchymal tissue through the release of cytokines that cross the blood-brain barrier. We used clodronate to deplete macrophages to determine whether they were required for MCAO exacerbation [16] in 1LPS mice (Figure 4A). Interestingly, clodronate-treated 1LPS mice did not show increased infarct volumes compared with non-clodronate-treated 1LPS mice (Figure 4B). In these mice, the infarct area was localized within the cortex of the MCAO ipsilateral side, and the striatum regions were spared (Figure 4A,B), suggesting that clodronate suppressed the 1LPS-induced MCAO exacerbation. Clodronate itself did not have any effects on the infarct size in NS control mice (Figure 4B). Therefore, this exacerbation requires macrophages outside or at the border of the brain.

### 2.5. Transcriptome Analysis of Microglia Identifies Pathways Related to LPS-Induced MCAO Protection

To gain molecular insights into severe inflammation-induced (4LPS) MCAO protection, we performed the RNA sequencing (RNA-seq) analysis of microglia obtained from 4LPS-treated mice or NS-treated mice. We isolated CD11b^+^ cells from these mice at D7 using a magnetic-activated cell sorting (MACS) procedure (Figure 5A). 

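CD11b, the integrin chain bound by the magnetic beads, is carried by microglia, by other myeloid cells and by mature natural killer (NK) cells. RNA-seq was performed on 3 NS samples and 3 4LPS samples of CD11b+ cells from the cortex of male mice aged 8 to 10 weeks. The mice had received 4 daily injections of normal saline or of LPS at 500 µg/kg, and the cells of 2 mice were pooled in each sample. The authors estimated gene counts with RSEM and deposited them with FPKM values for 16516 genes, nearly all protein-coding and none of them mitochondrially encoded. Total counts were 15158342, 15462166 and 15746606 in NS replicates 1 to 3 and 15208805, 15164123 and 15462396 in 4LPS replicates 1 to 3, so depth was nearly equal between the groups. The counts, of which 2.77% were not whole, were rounded and tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts that left 13151 genes. P-values were adjusted by the Benjamini-Hochberg method. Levels are given in CPM, which are TMM-normalized counts scaled to one library total, as mean ± SD over n = 3 samples per group. Gene lists, cell type markers and the rule for the genes named were set before the data were examined, but with the paper's results known. Some lists hold genes that the paper names. Others, such as natural killer cytotoxicity and B cell receptor signalling, follow pathways that the paper reports as enriched in these samples. The tests of those lists are not independent of the paper's results. The lists were compared with all other genes by camera with a preset correlation between genes of 0.01. With a correlation estimated from these 6 samples no list passed, and that p is given beside the preset one where a list is described. Because a sample holds all cells that the beads retain, a change in a gene can come from microglia or from a change in which cells were retained.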

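Genes for the protein part of the cytosolic ribosome took 1.52%, 1.64% and 1.61% of all counts in the NS samples and 2.89%, 2.88% and 2.94% in the 4LPS samples. Across genes, log2 CPM values correlated between samples of one group with a Pearson's r of 0.974 to 0.992, and between an NS and a 4LPS sample with an r of 0.938 to 0.972. Genes are not independent replicates, so these values describe the samples only. The first principal component held 61.3% of the variance and separated the groups, with the NS samples at -48.5, -40.2 and -11.1 and the 4LPS samples at 16.7, 49.6 and 33.4. The second component held 18.6% and set NS replicate 3 (-34.1) apart from NS replicates 1 and 2 (4.66 and 5.32), while 4LPS replicates 1 to 3 were spread, at 30.4, -14.5 and 8.22. A gene of the choroid plexus, Ttr, which encodes the thyroid hormone carrier transthyretin, varied widely within both groups. Its level was 5918, 5230.0 and 580.02 CPM in NS replicates 1 to 3 and 1968, 0.20 and 470.5 CPM in 4LPS replicates 1 to 3.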

As shown in a heatmap diagram, an overview of this transcriptome analysis revealed a global transcriptional change between NS mice and 4LPS mice (Figure 5B). We then performed an analysis of differentially expressed genes (DEGs) between the two groups. DEG analysis of microglia from 4LPS mice showed 414 upregulated genes and 619 downregulated genes (cutoff: |log2 fold change| > 1 with a *p*-value < 0.05) (Figure 5C). 

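Among the largest increases in CD11b+ cells of 4LPS mice were an acute phase gene, Saa3, and genes of cytotoxic lymphocytes such as Gzma, Klrb1c and Ctsw. By the rule set for named genes, the 10 largest increases were in Saa3, Ccl5, Il2rb, Gzma, Klrb1c, Evi2b, Ctsw, Gimap4, Lox and Cd72. Ccl5, a chemokine that attracts T cells and NK cells, rose from 1.60 ± 0.60 CPM to 62.0 ± 10.6 CPM (SD, n = 3 samples per group), which is a log2 fold change of 5.26 (standard error 0.23, adjusted p = 2.77e-05 from edgeR). Il2rb, a chain of the interleukin-2 receptor, and Gzma, a granule protease of cytotoxic cells, had log2 fold changes of 4.69 and 4.33 (adjusted p = 6.4e-05 and 3.63e-05 from edgeR). Lox, which cross-links collagen, rose 15.0-fold, and Cd72, a receptor that dampens B cell receptor signals, rose 7.84-fold (adjusted p = 8.95e-05 and 2.77e-05 from edgeR). The 10 largest decreases were in Ccdc162, Sema3c, Flrt2, Slco1c1, Tgfb2, Sec16b, Slc6a11, Slc22a8, Tmtc1 and Ccdc141. They include 3 transporters. Slco1c1, a thyroid hormone transporter of brain vessels and astrocytes, fell by 1.64 on the log2 scale from 90.1 ± 14.7 CPM to 28.8 ± 11.2 CPM (SD, n = 3 samples per group; adjusted p = 0.00697 from edgeR). Slc6a11, a GABA transporter of astrocytes, and Slc22a8, an organic anion transporter, each fell by 1.63 (adjusted p = 0.0058 and 0.0012 from edgeR). Of 13151 genes, 1308 were higher and 845 lower at an adjusted p under 0.05 (60.8% higher). At the thresholds of the paper, 373 genes were higher and 631 lower, and 312 and 282 when the p-value was adjusted. Without a composition factor the split was 906 higher and 1711 lower (34.6% higher), and with a correction for gene length it was 2111 higher and 755 lower (73.7% higher). The number of lower genes moved to 369 without NS replicate 1, 551 without NS replicate 2, and 557, 363 and 436 without 4LPS replicates 1, 2 and 3, and the number of higher genes to 781 without NS replicate 1 and 853 without 4LPS replicate 3. Flrt2, Tgfb2 and Tmtc1 did not pass without 4LPS replicate 3 (adjusted p = 0.113, 0.0768 and 0.0701 from edgeR). Nor did Flrt2 without NS replicates 1 or 2 or 4LPS replicates 1 or 2 (0.147, 0.106, 0.0750 and 0.130). The same held for Tgfb2 without NS replicates 1 or 2 (0.0953 and 0.0691) and Tmtc1 without 4LPS replicate 2 (0.0623). Over all alternative settings, Flrt2 lost the threshold in 8 of 20, Tgfb2 in 3 of 22 and Tmtc1 in 3 of 22.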

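Saa3, which encodes an acute phase serum amyloid protein made by macrophages and other cells, was almost absent from NS samples and abundant in 4LPS samples. It had 1 count in the 3 NS samples together and 422 ± 134 CPM in 4LPS samples (SD, n = 3), a ratio of 20200 with a counting interval from 3630 to 799000 (adjusted p = 2.77e-05 from edgeR). It had the largest log2 fold change of all genes tested. Saa3 lies on chromosome 7 of GRCm39 from 46361422 to 46365576 and has 4 exons in its canonical transcript. Cd96, a receptor of T cells and NK cells, is on chromosome 16 from 45856020 to 45940614. It had 2 counts in the NS samples together and 92 in the 4LPS samples, a ratio of 49.8 with a counting interval from 13.4 to 417 (adjusted p = 0.00171 from edgeR). Cxcl13, a chemokine that attracts B cells, is on chromosome 5 from 96104810 to 96108927. It had 2 counts in the NS samples together and 70 in the 4LPS samples, a ratio of 37.9 with a counting interval from 10.1 to 319 (adjusted p = 0.00476 from edgeR). Even in 4LPS samples, Cd96 and Cxcl13 reached only 2.08 ± 0.23 CPM and 1.58 ± 0.57 CPM (SD, n = 3). Markers of NK cells rose in the same samples, from a sum of 11.1 ± 2.72 CPM to 136 ± 9.71 CPM over 14 genes (SD, n = 3 samples per group). The intervals are exact binomial ones at 95% and cover counting error only.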

In 4LPS-treated microglia (vs. NS microglia), highly upregulated genes included *Saa3*, *Cd96*, and *Cxcl13*, relevant to LPS-induced inflammation [17,18]. Of note, expression of the *Cxcl13* gene was enriched in neurogenesis-related microglia and repopulated microglia [19,20,21]. However, the expression levels of classical proinflammatory genes (*Il1b*, *Tnf*, *Il6*, and *Ccl2*) were not increased whereas the expressions of some anti-inflammatory genes (*Il10*, *Dusp1*, and *Zfp36* [22,23,24,25]) were significantly upregulated, and other anti-inflammatory genes (*Socs3*, *Mrc1*, and *Arg1*) tended to be upregulated but without reaching statistical significance. Additionally, 4LPS-treated microglia had a high expression of *Itgax* (integrin αX/CD11c), a signature gene of disease-associated microglia (DAM) [26]. Furthermore, homeostatic genes (*Tmem119*, *Cx3cr1*, *Siglech*, *Csf1r*, *P2ry12*, *Sall1*, *Hexb*, and *Gpr34*) were not downregulated. 

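None of the 4 proinflammatory genes passed at an adjusted p under 0.05. The level of Il1b, which encodes the cytokine interleukin-1β, was 31.4 ± 26.1 CPM in NS and 68.8 ± 25.2 CPM in 4LPS (SD, n = 3 samples per group; adjusted p = 0.17 from edgeR). Without NS replicate 3 it passed, with a log2 fold change of 2.08 (adjusted p = 0.00280 from edgeR). With all samples kept, it also passed with the replicate number as a block (1.345, adjusted p = 0.00779). The same held with the block and a length correction (1.33, adjusted p = 0.00681). The replicate numbers do not pair the samples, so no conclusion is drawn from the block fits for any gene or list. Tnf and Ccl2 had log2 fold changes of 0.14 and -0.35 (adjusted p = 0.861 and 0.607 from edgeR). Il6 had a log2 fold change of -0.73 (adjusted p = 0.147 from edgeR), and -1.0 without NS replicate 2 (adjusted p = 0.0405). The signs of Tnf and Ccl2 were not stable. Tnf was below 0 without NS replicate 1 (-0.12), NS replicate 2 (-0.03) or 4LPS replicate 3 (-0.43), and Ccl2 above 0 without NS replicate 3 (0.34). Among the anti-inflammatory genes tested, Dusp1 and Socs3 rose (3 genes when adjusted over the list alone). Dusp1, a phosphatase that inactivates MAP kinases, rose from 288 ± 73.5 CPM to 591 ± 146 CPM (SD, n = 3 samples per group), a log2 fold change of 1.04 (standard error 0.22, adjusted p = 0.0172 from edgeR). It lies on chromosome 17 of GRCm39 from 26724564 to 26781102. Socs3, an inhibitor of cytokine signalling, had a log2 fold change of 0.83 (standard error 0.24, adjusted p = 0.0487 from edgeR). Zfp36, whose protein destabilizes cytokine mRNAs, had a log2 fold change of 0.50 (standard error 0.18, unadjusted p = 0.0278 and adjusted p = 0.104 from edgeR). It passed without NS replicate 3 (0.67, adjusted p = 0.0293) and with the replicate number as a block (0.51, adjusted p = 0.00645). It also passed with the block and a length correction (0.52, adjusted p = 0.00365). Mrc1, the macrophage mannose receptor, had a log2 fold change of 0.15 (adjusted p = 0.725 from edgeR), and -0.16 without 4LPS replicate 1. Il10 had too few counts for the filter. It had 5 counts in the NS samples together, all in replicate 3, and 29 in the 4LPS samples, a ratio of 6.28 with a counting interval from 2.40 to 20.8 (adjusted p = 0.152 from edgeR without the filter, and 0.0495 without NS replicate 3). Dusp1 and Socs3 also belong to a list of immediate early genes, which tissue dissociation can induce, and 7 of its 41 members tested rose, Atf4 fell and 33 did not pass (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0128, and adjusted p = 0.584 with an estimated correlation). The number that rose was 3, 4 and 15 without NS replicates 1, 2 and 3 and 4 and 3 without 4LPS replicates 2 and 3, the list did not pass without NS replicate 1 (0.128) or 4LPS replicate 3 (0.0895), and Atf4 did not pass without NS replicate 1 or 4LPS replicates 1 or 2. Dusp1 did not pass without NS replicate 1 (adjusted p = 0.0644), 4LPS replicate 2 (0.0510) or 4LPS replicate 3 (0.0574) or with the choroid plexus level as a covariate, chosen after seeing the data (0.0859), nor Socs3 without NS replicates 1 or 2 (0.122 and 0.103) or 4LPS replicates 2 or 3 (0.0798 and 0.126), and Socs3 lost the threshold in 10 of 22 alternative settings in all.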

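Itgax rose from 27.8 ± 5.75 CPM in NS samples to 101 ± 7.68 CPM in 4LPS samples (SD, n = 3 samples per group). This is a log2 fold change of 1.86 (standard error 0.14, adjusted p = 1.51e-04 from edgeR), and it passed with each of the 6 samples left out. Itgax lies on chromosome 7 of GRCm39 from 127728668 to 127749829 and has 30 exons in its canonical transcript. Other DAM genes rose with it. Of 30 genes listed for this state, 23 were higher, Ank was lower and 6 did not pass (26 higher when adjusted over the list alone), and the list stood above other genes (camera, adjusted p = 1.99e-12, and adjusted p = 0.209 with an estimated correlation). Apoe, the lipid carrier apolipoprotein E, rose from 1311 ± 77.5 CPM to 8452 ± 1554 CPM (SD, n = 3 samples per group), a log2 fold change of 2.69 (standard error 0.14, adjusted p = 3.69e-05 from edgeR). B2m and H2-D1, chains of MHC class I, had log2 fold changes of 0.84 and 1.66 (adjusted p = 6.60e-05 and 2.77e-05 from edgeR), and Axl, a receptor for apoptotic cells, had one of 1.19 (adjusted p = 2.58e-04 from edgeR). H2-D1 can share reads with other class I genes, so its own change is uncertain. The number of higher DAM genes lay between 14 and 23 with each sample left out, and was 14 without NS replicate 1, 15 without NS replicate 2 and 15 without 4LPS replicate 3. Ank did not pass in any of these 6 fits. Dendritic cells also carry Itgax, and of 11 dendritic cell markers Flt3, Ccl22, Xcr1, Clec9a and Ccr7 were higher and 6 did not pass (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 6.20e-04, and adjusted p = 0.209 with an estimated correlation). The summed level of the list did not rise, at 715 ± 58.2 CPM in NS and 637 ± 36.3 CPM in 4LPS (SD, n = 3 samples per group). Other members set this sum, since Flt3, Ccl22, Xcr1 and Clec9a had means of only 8.44, 3.18, 1.31 and 2.17 CPM in 4LPS. Their means in NS were 2.56, 0.98, 0.27 and 0.73 CPM. The sum therefore cannot tell whether more dendritic cells were retained. Of the 11 dendritic cell markers, 3 were higher without NS replicate 1, NS replicate 2 or 4LPS replicate 1. Without NS replicate 3, 1 of them was lower. The list did not pass among genes with at least 50 counts (camera, adjusted p = 0.107).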

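P2ry12, the purinergic receptor by which microglia sense nucleotides, fell by 0.53 on the log2 scale (standard error 0.09, adjusted p = 0.00688 from edgeR), from 4154 ± 449 CPM to 2872 ± 75 CPM (SD, n = 3 samples per group). It lies on chromosome 3 of GRCm39 from 59123682 to 59170429. Tmem119, Cx3cr1, Siglech, Sall1 and Gpr34 had log2 fold changes of -0.21, -0.17, -0.19, -0.14 and -0.28 (adjusted p = 0.0658, 0.136, 0.0944, 0.100 and 0.0918 from edgeR), and all 5 passed with DESeq2 (adjusted p = 0.00211, 7.41e-04, 0.00920, 0.00629 and 0.00465). With the length correction in edgeR their log2 fold changes were -0.19, -0.08, -0.17, -0.02 and -0.26, and none passed in that fit either (adjusted p = 0.110, 0.514, 0.137, 0.850 and 0.101). Tmem119 also passed without NS replicate 3 (adjusted p = 0.0284 from edgeR). Over 22 alternative settings, Tmem119, Cx3cr1, Siglech, Sall1 and Gpr34 passed as lower in 9, 6, 6, 6 and 5. Csf1r had a log2 fold change of 0.11 (adjusted p = 0.351 from edgeR). Of the 8 homeostatic genes of the paper, 1 was lower (5 when adjusted over the list alone). As a list, they stood below other genes (camera, adjusted p = 0.0374, and adjusted p = 0.406 with an estimated correlation). The list did not pass without NS replicate 3 (0.0519), 4LPS replicate 1 (0.0891) or 4LPS replicate 3 (0.0619). Nor did it pass with the replicate number as a block (0.0832). In a wider list of 30 homeostatic genes, 7 fell (10 when adjusted over the list alone; camera, adjusted p = 0.00495, and adjusted p = 0.178 with an estimated correlation). Among the 7 were Slc2a5, a fructose transporter, and P2ry13, another purinergic receptor, which fell by 0.69 and 0.51 on the log2 scale (adjusted p = 1.51e-04 and 0.00599 from edgeR). Itgb5, an integrin chain, had a log2 fold change of 0.44 (adjusted p = 0.0048 from edgeR).

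**Figure D1:**
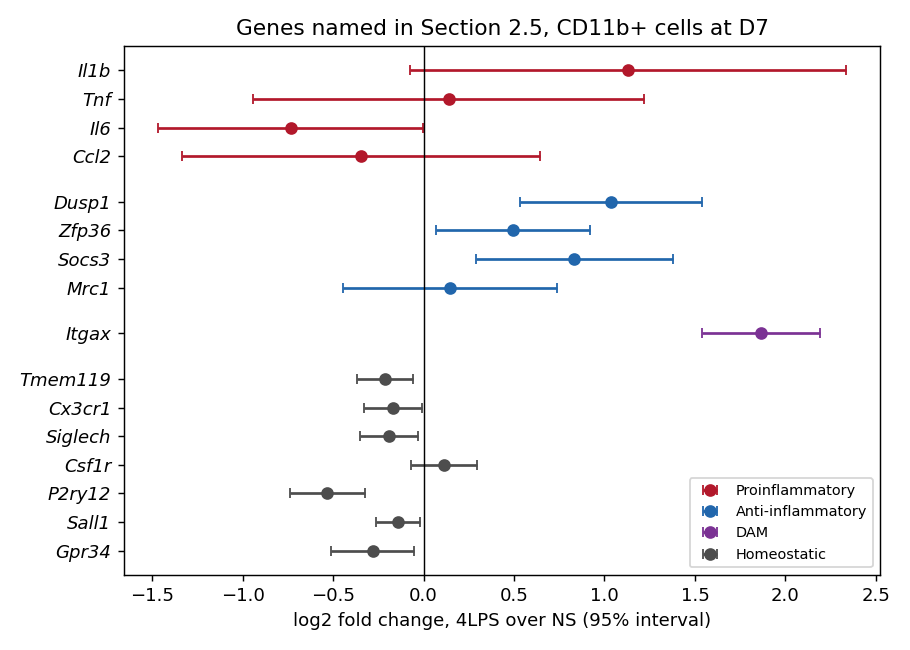
Log2 fold change of 4LPS over NS on the x axis for genes named in Section 2.5, with points for the estimates from edgeR and bars for 95% intervals from 3 samples per group. The intervals are not adjusted for the number of genes. The following holds for Itgax and for the proinflammatory, anti-inflammatory and homeostatic genes of the paper that passed the count filter. Their intervals lie above 0 for Dusp1, Zfp36, Socs3 and Itgax and below 0 for Il6, Tmem119, Cx3cr1, Siglech, P2ry12 (from -0.74 to -0.33), Sall1 and Gpr34.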

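Cytokine and enzyme genes of acute inflammation moved unevenly in 4LPS samples. Of 21 such genes tested, Ccl5, Ccl12, Cxcl9, Cybb, Cxcl10 and Il1rn were higher, Il18 was lower and 14 did not pass (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0128, and adjusted p = 0.558 with an estimated correlation). Il1rn encodes the antagonist of the interleukin-1 receptor, and Cybb encodes a subunit of the NADPH oxidase that makes superoxide. Cybb and the chemokine Cxcl9 had log2 fold changes of 1.30 and 2.60 (adjusted p = 0.0131 and 0.00489 from edgeR). Genes of the acute phase and of endotoxin tolerance had a median log2 fold change of 1.27, and 8 of 16 rose while 8 did not pass (11 when adjusted over the list alone; camera, adjusted p = 1.99e-05, and adjusted p = 0.365 with an estimated correlation). Among these 8, Irak3, which restrains Toll-like receptor signals, and Fpr1, a receptor for formyl peptides, had log2 fold changes of 1.24 and 2.46 (adjusted p = 0.00361 and 0.00739 from edgeR). The acute inflammation list did not pass camera without NS replicate 2 (adjusted p = 0.199) or 4LPS replicate 3 (0.0876). Of 14 neutrophil markers, Csf3r and Il1r2 were higher (1 when adjusted over the list alone; camera, adjusted p = 7.90e-04, and adjusted p = 0.464 with an estimated correlation), and 13 were higher without NS replicate 3, none without NS replicate 2 and 1 without NS replicate 1, 4LPS replicate 1 or 4LPS replicate 3. Of 12 monocyte markers Ms4a4c was higher (1 when adjusted over the list alone; camera, adjusted p = 0.0434, and adjusted p = 0.558 with an estimated correlation), and 8 were higher and 1 lower without NS replicate 3. The monocyte list did not pass without NS replicate 2 (0.0934), 4LPS replicate 1 (0.112) or 4LPS replicate 3 (0.0876). Without NS replicate 3, 12 acute inflammation genes and 16 genes of the acute phase list were higher. The acute phase count was 4, 5, 5 and 4 without NS replicate 1, NS replicate 2, 4LPS replicate 1 and 4LPS replicate 3, and Il18 did not pass without NS replicate 1 or any 4LPS sample.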

In agreement with previous studies, these data indicate that 4LPS-treated microglia showed a transcriptional profile of anti-inflammatory and neuroprotection [13,14,19,27], which is distinct from typically acute LPS inflammation [1,2,28]. To understand genes with significantly altered expressions, we performed Gene ontology (GO) analysis. 

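Many genes of antigen presentation and of the type I interferon response, and all ribosomal protein genes tested, rose in 4LPS samples. Of 20 genes of MHC class I presentation, 14 were higher and 6 did not pass (15 when adjusted over the list alone; camera, adjusted p = 1.99e-12, and adjusted p = 0.166 with an estimated correlation). H2-K1, a class I heavy chain, rose from 359 ± 13.4 CPM to 1087 ± 91.2 CPM (SD, n = 3 samples per group; adjusted p = 2.77e-05 from edgeR). H2-Q6 and H2-Q7 had log2 fold changes of 2.90 and 2.87 (adjusted p = 2.77e-05 and 4.61e-05 from edgeR), and these near-identical genes can share reads, so the change of each alone is uncertain. Of 13 genes of MHC class II presentation, 9 were higher and 4 did not pass (11 when adjusted over the list alone; camera, adjusted p = 1.32e-05, and adjusted p = 0.237 with an estimated correlation). Dendritic cells, whose markers also rose in part, carry class II genes too. Of 32 genes of the type I interferon response, 20 were higher and 12 did not pass (22 when adjusted over the list alone; camera, adjusted p = 5.22e-10, and adjusted p = 0.406 with an estimated correlation). Ifi204, a DNA sensor, rose 4.32-fold, and Oas1a, an antiviral enzyme, rose 2.21-fold (adjusted p = 9.61e-05 and 0.0033 from edgeR). Of 23 genes of the interferon gamma response, 7 were higher, Gbp7 and Irgm2 were lower and 14 did not pass (9 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.00132, and adjusted p = 0.406 with an estimated correlation). In this list 11 genes were higher without NS replicate 3, and at most 1 was lower with any sample left out. All 78 cytosolic ribosomal protein genes tested were higher, with a median log2 fold change of 0.97 (78 when adjusted over the list alone; camera, adjusted p = 1.99e-52, and adjusted p = 0.166 with an estimated correlation). Rps16 and Rpl23 rose 2.16-fold and 2.31-fold (adjusted p = 2.77e-05 for both from edgeR). Many of these genes have processed pseudogenes with which they can share reads. The interferon count was 13 without NS replicate 2 and 11 without 4LPS replicate 1, and the class II count was 5 without NS replicate 1, NS replicate 2 or 4LPS replicate 3.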

The GO analysis of upregulated genes showed that most GOs were involved in immune and inflammatory functions (Figure 5D). 

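Markers of NK cells had the highest median log2 fold change of the 48 lists. Of 27 genes of natural killer cytotoxicity signalling, 23 were higher and 4 did not pass, with a median log2 fold change of 2.85 (25 when adjusted over the list alone; camera, adjusted p = 1.65e-19, and adjusted p = 0.177 with an estimated correlation). Fcgr4, an activating Fc receptor of myeloid cells, rose from 14.2 ± 0.89 CPM to 59.7 ± 5.43 CPM (SD, n = 3 samples per group; adjusted p = 2.77e-05 from edgeR), and Ncr1, an NK cell receptor, rose from 0.40 ± 0.15 CPM to 8.38 ± 0.91 CPM (SD, n = 3 samples per group; adjusted p = 6.60e-05 from edgeR). Of 14 NK cell markers, 13 were higher (13 when adjusted over the list alone; camera, adjusted p = 1.20e-15, and adjusted p = 0.166 with an estimated correlation), and of 10 T cell markers tested 8 were higher (8 when adjusted over the list alone; camera, adjusted p = 2.96e-06, and adjusted p = 0.178 with an estimated correlation). Of 18 genes of T helper differentiation, 14 were higher and 4 did not pass (16 when adjusted over the list alone; camera, adjusted p = 5.60e-10, and adjusted p = 0.217 with an estimated correlation). Lck, a kinase of the T cell receptor, had a log2 fold change of 3.21, and Il2rg, the common cytokine receptor chain, had one of 2.22 (adjusted p = 1.51e-04 and 3.69e-05 from edgeR). Of 45 cytokines and receptors, 25 were higher, Tnfrsf17 and Il18 were lower and 18 did not pass (32 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 1.49e-09, and adjusted p = 0.177 with an estimated correlation). Of 24 NF-κB target and feedback genes, 14 were higher and 10 did not pass (17 when adjusted over the list alone; camera, adjusted p = 8.51e-09, and adjusted p = 0.248 with an estimated correlation). Nfkb2, a subunit of the factor, and Tnip1, which restrains it, had log2 fold changes of 0.94 and 1.08 (adjusted p = 3.77e-04 and 7.66e-04 from edgeR). Of 19 genes of B cell receptor signalling, 11 were higher and 8 did not pass (13 when adjusted over the list alone; camera, adjusted p = 1.32e-07, and adjusted p = 0.177 with an estimated correlation). Among them, Cd22, an inhibitory receptor, had a log2 fold change of 1.73 (adjusted p = 3.69e-05 from edgeR), while of 3 B cell markers tested Bank1 was lower and none was higher (1 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.358, and adjusted p = 0.558 with an estimated correlation). The cytokine and receptor count fell to as few as 16 with a sample left out, moving by over 1.5 times without NS replicate 2 or 4LPS replicate 3, and either Tnfrsf17 or Il18 did not pass without NS replicates 1 or 2 or any 4LPS sample.

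**Figure D2:**
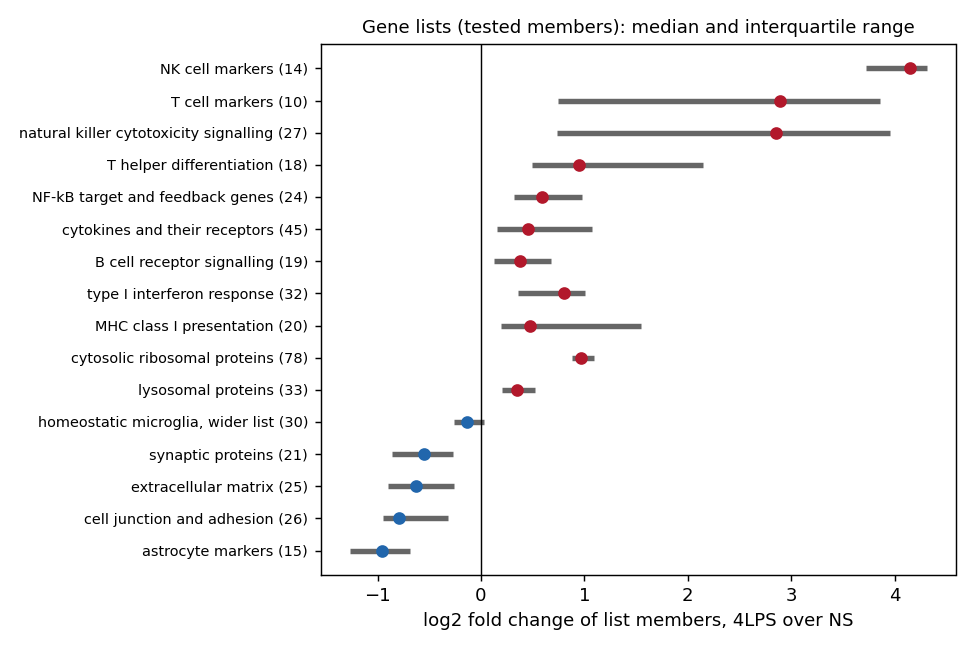
Median (points) and interquartile range (bars) of the log2 fold change of 4LPS over NS across the tested members of 16 gene lists, with the number of members in parentheses and the log2 fold change on the x axis. NK cell markers have the highest median, 4.15, and astrocyte markers the lowest, -0.95.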

Similar to the GO analysis, KEGG pathway analysis demonstrated that 4LPS-treated microglia were enriched for several immune response-related pathways including “Cytokine-cytokine receptor interaction”, “Natural killer cell mediated cytotoxicity”, “NF-kappa B signaling pathway”, “Th1 and Th2 differentiation”, and “B cell receptor signaling pathway” (Figure 5E). Taken together, 4LPS-treated microglia exhibited a transcriptional shift related to neuroprotective anti-inflammation that may be associated with MCAO protection.

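Lysosomal genes rose in 4LPS samples, while genes of growth factors and of repair moved both ways. Of 33 genes of lysosomal proteins, 22 were higher and 11 did not pass, with a median log2 fold change of 0.35 (28 when adjusted over the list alone; camera, adjusted p = 1.99e-12, and adjusted p = 0.177 with an estimated correlation). The protease Ctsl and Man2b1, a lysosomal mannosidase, had log2 fold changes of 0.75 and 0.54 (adjusted p = 4.70e-04 and 9.89e-04 from edgeR). Of 19 trophic and repair factors, Grn, Igfbp4 and Il1rn were higher, Hbegf, Tgfb2, Vegfa and Gas6 were lower and 12 did not pass (5 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.434, and adjusted p = 0.657 with an estimated correlation). Grn, the lysosomal and secreted protein progranulin, rose from 1813 ± 70.2 CPM to 2859 ± 201 CPM (SD, n = 3 samples per group; adjusted p = 0.00103 from edgeR). Hbegf, a growth factor of the EGF family, fell by 1.73 on the log2 scale (adjusted p = 0.00378 from edgeR). Some astrocyte and endothelial markers were lower in the same samples. Whether Hbegf, Tgfb2, Vegfa and Gas6 fell in microglia or with other brain cells carried through the selection was not tested. Of 26 phagocytic receptors and bridging proteins, 11 were higher, 6 were lower and 9 did not pass (13 higher and 7 lower when adjusted over the list alone; camera, adjusted p = 0.0662, and adjusted p = 0.406 with an estimated correlation; with the preset one 0.0324, 0.0271, 0.0267 and 0.0463 without NS replicate 2, NS replicate 3, 4LPS replicate 2 and 4LPS replicate 3). The Fc receptor Fcgr2b had a log2 fold change of 0.67, and Mfge8, which bridges phagocytes to dying cells, fell by 1.00 on the log2 scale (adjusted p = 7.14e-04 and 2.53e-04 from edgeR). In which cells the 6 lower genes of this list fell was not tested either. Of 17 complement genes, 8 were higher and 9 did not pass (9 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 4.55e-04, and adjusted p = 0.316 with an estimated correlation). Among these, C3 rose 6.22-fold and Cfb rose 12.7-fold (adjusted p = 0.00476 and 4.08e-04 from edgeR). With a sample left out, between 1 and 6 trophic genes were higher and between 1 and 4 lower, with moves of over 1.5 times without NS replicates 1, 2 or 3 or 4LPS replicates 2 or 3. The paper draws on the named inflammatory, DAM and homeostatic genes and on the enriched terms. From these it reports a transcriptional shift in 4LPS-treated microglia that is related to neuroprotective anti-inflammation. It proposes that this shift may be linked to MCAO protection.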

## 3. Discussion

Our findings in this study were as follows. (1) Pre-conditioning of mild peripheral inflammation (1LPS) exacerbated subsequent MCAO injury, which was independent of microglia although 1LPS activated microglia. (2) Pre-conditioning with severe peripheral infection (4LPS) reduced subsequent MCAO injury, indicating the so-called ischemia tolerance phenomenon, which was dependent on microglia. (3) The expressions of genes including *Cxcl13*, *Dusp1*, *Itgax*, and *Il10* were upregulated in microglia after 4LPS pre-conditioning, suggesting they were associated with microglia-dependent ischemic tolerance. Therefore, peripheral infection/inflammation affects brain function but regulates MCAO injury in opposite directions depending on the degree of infection/inflammation, and the presence or absence of microglial involvement has a major role in this difference.

### 3.1. Pre-Conditioning of Acute Mild Peripheral Inflammation (1LPS) Causes the Microglia-Independent Exacerbation of MCAO Injury

Acute mild peripheral inflammation in the 1LPS group caused hyperactive microglial responses and MCAO exacerbation. This exacerbation was unaffected by microglial depletion but the ablation of macrophages by clodronate abolished it, indicating the effect was independent of microglia but dependent on peripheral immune cells. However, since the first report [12], CSF1R inhibitors, such as PLX, have been used as a method of microglial depletion under the assumption that peripheral immune cells are not affected, it has been reported that PLX also affects some peripheral macrophages [29]. Thus, more precisely, the MCAO aggravating effect by 1LPS is microglia- and sometimes macrophage-independent, and clodronate-sensitive macrophage-dependent. As LPS cannot enter the BBB [13], it did not have a direct effect on microglia. LPS can directly activate macrophages and monocytes via Toll-like receptor 4 and CD14 to produce proinflammatory cytokines. These cytokines include tumor necrosis factor-α (TNF-α), IL-1, IL-6, and other biological mediators [15] that can cross the BBB to reach the brain [30,31] where they activate non-microglial cells such as astrocytes. Indeed, after 1LPS treatment, astrocytes become activated with an elevated expression of GFAP. Such astrocytes may further amplify the inflammation, leading to the subsequent exacerbation of MCAO, because some astrocyte phenotypes are highly neurotoxic [32]. In addition, peripheral immune cell-derived molecules might act on neurons and/or the brain vasculature, leading to more severe MCAO damage. However, further studies are needed to clarify the molecular mechanisms of the 1LPS-induced exacerbation of MCAO damage including which cells and macrophage-specific molecules are involved.

Although it was reported that clodronate selectively inhibited macrophages and microglia, it was recently reported that clodronate liposomes also affected neutrophils [33], which are the first cells to enter the brain following an ischemic event. Neutrophils, attracted to ischemic regions by cytokines, chemokines, and DAMPs released from the brain, cause secondary injury by releasing other inflammatory factors. Thus, we cannot exclude the possibility that the reduction in MCAO injury might be related to the reduction in neutrophils. Irrespective of this, clodronate-sensitive peripheral immune cells might exacerbate the damage caused by MCAO by the pre-conditioning of 1LPS.

### 3.2. Pre-Conditioning of Severe Peripheral Inflammation (4LPS) Causes Microglia-Dependent Inhibition of MCAO Injury

Cerebral ischemic tolerance is a clinically and experimentally observed phenomenon in which the brain, the most vulnerable organ to ischemia, acquires resistance to subsequent invasive ischemia after prior noninvasive ischemia (pre-conditioning). This phenomenon was first discovered by Murry et al. in 1986 in a study of the heart [34]. The cardioprotective effect of ischemic tolerance is very strong and it has been observed in many organs other than the heart, including the lungs, kidneys, liver, skeletal muscle, and brain [35,36,37]. Therefore, many studies have attempted to elucidate the molecular mechanisms of ischemic tolerance as a key to therapeutic strategies for stroke. Although several important molecules and intracellular signals have been reported to induce cerebral ischemic tolerance [38,39,40,41], most involve neurons. It is important that the pre-conditioning stimulus to induce ischemic tolerance does not necessarily have to be an ischemic load. Instead, physical stimuli such as electronic stimulation, chemicals such as 3-nitropropionic acid [42] and resveratrol [43], and infectious stimuli such as LPS [27,44,45,46,47,48] have been used. These types of ischemic tolerance are termed cross-ischemic tolerance [37]. For medical applications, “prior mild ischemic loading” is not realistic. Therefore, the discovery of cross-ischemic tolerance is important for research with a view to clinical applications, and at the same time, it is very useful for elucidating the molecular mechanism of ischemic tolerance, which is still largely unknown.

In this study, pre-conditioning of 4LPS induced brain ischemic tolerance against MCAO, which, unlike 1LPS, was dependent on microglia because this inhibitory action against MCAO was abolished when microglia were depleted by PLX (Figure 3E,F). We previously showed that pre-conditioning of mild non-invasive MCAO caused ischemic tolerance against the subsequent lethal MCAO, which was independent of microglia but dependent on astrocytes [49,50,51]. The mechanism of this astrocyte-dependent cerebral ischemic tolerance was that pre-conditioning with mild MCAO increased P2X7R expression on astrocytes, which produced various neuroprotective factors via HIF1α. Microglia were required for the induction of ischemic tolerance by astrocytes, but microglia per se were not necessary for ischemic tolerance. Therefore, the results of this study using LPS for pre-conditioning seem to contradict previous studies on ischemic tolerance using mild MCAO as pre-conditioning. The difference in the type of pre-conditioning, i.e., brief MCAO and 4LPS, may have contributed to this difference, but the molecular mechanisms involved remain unclear. Presumably, a molecular and cellular signal was activated by 4LPS to promote microglia toward a neuroprotective phenotype, but further studies are needed to elucidate the detailed mechanism. Additionally, recent studies have shown that the recruitment of monocytes that occurs in post-MCAO lesions can be relevant to the alleviation of infarct damage [52,53]. It cannot be excluded that post-MCAO-monocyte infiltration may be partially involved in MCAO protection in our study. Furthermore, 1LPS had a microglia-independent MCAO exacerbation effect, whereas 4LPS had a microglia-dependent MCAO suppressive effect. Although the reasons for this difference are unknown, the intensity of peripheral infection and/or inflammation has opposite effects on subsequent MCAO damage, which might be attributable to the involvement of microglia. This will be important when considering the linkage between peripheral inflammation and brain functions in the future.

### 3.3. Molecular Mechanisms Underlying 4LPS-Induced Microglia-Dependent Ischemic Tolerance against MCAO

Several studies have investigated microglia-mediated neuroprotective pre-conditioning. A preceding LPS stimulus reduced ischemic infarct lesions [13,45,46,47,48]. After LPS initiates inflammatory responses, the innate immune system becomes hypoactive to subsequent ischemic events. This may be related to anti-inflammatory cytokines produced by the primary LPS challenge [44]. Previous studies suggest the involvement of *Socs3*, *Msr1*, *Cd163*, *Mrc1*, *Arg1*, *Il10*, and *Cxcl13* in LPS-induced pre-conditioning [19,27,54]. 

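The scavenger receptor Msr1 rose from 8.30 ± 1.17 CPM in NS samples to 20.4 ± 5.15 CPM in 4LPS samples (SD, n = 3 samples per group), a log2 fold change of 1.30 (standard error 0.19, adjusted p = 0.00405 from edgeR). The haemoglobin scavenger receptor Cd163 had a log2 fold change of 0.33 (standard error 0.41, adjusted p = 0.603 from edgeR), and -0.31 without 4LPS replicate 1. Among the genes tested that earlier work ties to LPS pre-conditioning, Msr1, Cxcl13 and Socs3 were higher, and Cd163 and Mrc1 did not pass (3 higher when adjusted over the list alone; camera, adjusted p = 0.023, and adjusted p = 0.406 with an estimated correlation). The list did not pass without 4LPS replicate 1 (camera, adjusted p = 0.0783) or among genes with at least 50 counts (0.123).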

Our RNA-seq analysis showed similar data to these studies. Interleukin (IL)-10 injection reduced the brain infarct size caused by MCAO [55]. CXCL13, a neurogenesis- and tissue repair-associated molecule, was produced in microglia treated multiple times with LPS [19]. In particular, *Itgax* was upregulated in 4LPS-treated microglia, which has rarely been reported in previous studies of LPS pre-conditioned microglia. *Itgax*/CD11c-positive microglia were reported to be increased in neurological disease models [56], and *Itgax* was recently identified as a DAM gene [26,57]. CD11c-positive microglia are key players in myelination and neurogenesis in the developing brain [56]. Furthermore, they are essential for the repression of neuropathic pain [58], which could indicate their neuroprotective functions. Therefore, the upregulation of these molecules may contribute to 4LPS-induced MCAO protection. Under ischemic conditions, microglia sense the microenvironmental milieu and change their gene expression profiles and functions accordingly, to protect against ischemic injury. RNA-seq of microglia from mice with LPS/MCAO may enhance our understanding of the MCAO protection mechanism.

### 3.4. Limitations of the Study

Since LPS only simulates one type of bacterial infection, it is not known whether the same mechanism regulates brain function in various other types of infection. In addition, the degree of infection is not as simple as 1LPS and 4LPS, making it difficult to extrapolate the relationship between the experimental models and actual infection/inflammation. These are the limitations of this study. However, it is clear that the degree of peripheral inflammation affects brain function differently, depending on whether microglia are involved, which is important.

### 3.5. Perspective

The heterogeneity of the microglial population has been reported previously in terms of their morphology, functions, and transcriptions. We conducted bulk RNA-seq of LPS-treated microglia, which cannot detect diverse transcriptome changes in microglial subpopulations. Single-cell RNA sequencing of 4LPS-treated microglia may contribute to a better understanding of the LPS pre-conditioning mechanism. In addition, as we mentioned above, we did not perform RNA-seq of microglia from 4LPS-treated mice that underwent MCAO. MCAO stimulation induces microglial phenotypic and transcriptional changes in microglia, and then microglia respond to and participate in the ischemic lesion. Therefore, RNA-seq data from LPS-treated microglia with MCAO is also required to elucidate the molecular mechanism of LPS-induced MCAO protection. We should optimize an experimental condition to obtain high-quality samples from MCAO lesions for future research.

## 4. Materials and Methods

### 4.1. Mice

All animal care and experimental procedures were conducted in accordance with the “Guiding Principles in the Care and Use of Animals in the Field of Physiologic Sciences” published by the Physiologic Society of Japan and with prior approval of the Animal Care Committee of the University of Yamanashi (Chuo, Japan). All experiments in this study used 8–10-week-old wild-type (WT) male mice (C57BL/6J) purchased from Japan SLC (Hamamatsu, Japan). All mice were maintained in a pathogen-free, temperature-controlled (23 °C) and humidity-controlled (55%) facility with a 12-h light/dark cycle. Mice had free access to food and water.

### 4.2. Lipopolysaccharide (LPS) Administration

LPS (*Escherichia coli* 055:B5, Sigma-Aldrich, St. Louis, MO, USA) was dissolved in saline at a concentration of 500 µg/mL, divided into small aliquots, and stored at −30 °C until use. LPS was defrosted and diluted to a 50 µg/mL solution using normal saline. Mice were intraperitoneally (i.p.) injected with LPS at a dose of 500 µg/kg body weight [13]. For the control, the same amount of normal saline (0.1 mL for each 10 g body weight) was injected into the peritoneum. Mice that received an LPS injection once daily for four consecutive days were used as a model of severe inflammation (4LPS group) [13,27]. Mice received a single LPS i.p. injection followed by normal saline i.p. injections once daily for the next three consecutive days as a model of acute mild inflammation (1LPS group). Control mice were injected with normal saline for four consecutive days (NS group). A much higher dose of LPS (more than 1 mg/kg) may cause a behavior alteration, septic shock, or a decrease in food and water intake, associated with sickness behavior or depressive-like behavior. These physical and behavioral changes often lead to systemic deterioration, body weight loss, or dehydration symptoms that can influence brain infarct lesions. To avoid these complications, we selected this dose of LPS.

### 4.3. Middle Cerebral Artery Occlusion (MCAO)

Unilateral transient focal ischemia in mice was induced by intraluminal filament occlusion of the right middle cerebral artery, as previously described [49]. The mice were anesthetized with 4% (*v*/*v*) isoflurane and maintained on 1.25% (*v*/*v*) isoflurane with a facemask. Mice were placed in a supine position and the four limbs were fixed with medical tape. After making an incision in the neck, the common carotid artery (CCA), internal carotid artery (ICA), and external carotid artery (ECA) were exposed by dissection. The ECA and distal and proximal position of the CCA were ligated, and a 15 mm length of 6-0 silicone rubber-coated monofilament suture (602356PK10Re, Doccol, Sharon, MA, USA) was inserted via the CCA into the ICA and then into the circle of Willis, thereby occluding the MCA. The MCA was occluded for 30 min in 1LPS experiments and for 40 min in 4LPS experiments, then the suture was carefully withdrawn to allow reperfusion of the ischemic region. Mice were allowed to recover in a warm environment for 1 h and sacrificed 24 h after MCAO for the histological examinations.

### 4.4. Drug Treatment

PLX5622 (PLX; 1200 ppm) was obtained from Amadis Chemical (Hangzhou, China), and formulated in AIN-76A standard chow. Mice were fed PLX 7 days before injection to the end of the experiment. Clodronate liposome (anionic) (Clophosome F70101C-A, Funakoshi, Tokyo, Japan) was stored at 4 °C, warmed to room temperature, and mixed well before use. Mice were i.p. injected with 200 µL clodronate 1 day before normal saline or LPS injection [33,59].

### 4.5. Immunohistochemistry

Anesthetized mice were intra-cardially perfused with ice-cold phosphate-buffered saline (PBS), followed by perfusion with ice-cold 4% PFA. Brains were extracted and post-fixed in 4% PFA overnight at 4 °C, cryoprotected with 30% sucrose in PBS, and embedded in an OCT compound (Sakura Finetek, Tokyo, Japan). Frozen sections were cut at 20 µm thickness on a cryostat (CM1520, Leica, Wetzlar, Germany) and stored in cryoprotectant at −30 °C. For staining, floating sections were washed three times with PBS and blocked with 10% normal goat serum in PBS containing 0.5% Triton X-100 at room temperature for 1 h. The slices were then incubated with primary antibodies in PBS for 48 h at 4 °C. The primary antibodies used were as follows: rat anti-GFAP (1:500; Invitrogen, Waltham, MA, USA) and rabbit anti-Iba1 (1:1000; Wako, Osaka, Japan). Slices were washed three times with PBS and incubated with Alexa fluor 488-conjugated goat anti-rabbit IgG (1:1000; Life Technologies, Waltham, MA, USA) or Alexa fluor 546-conjugated goat anti-rat IgG (1:1000; Life Technologies) for 2 h at room temperature. Images were obtained by a confocal microscope (FluoView1200; Olympus, Tokyo, Japan) equipped with 20× and 40× objective lenses (N.A. 0.75).

### 4.6. TTC Staining for Measure of Cerebral Infarct Size

Mice were anesthetized and intra-cardially perfused with saline. The brains were removed, and the forebrain was sliced into 1 mm thick coronal sections. The sections were stained with 2% (*w*/*v*) 2,3,5-triphenyltetrazolium chloride (TTC; Sigma-Aldrich) saline solution at 37 °C for 10 min. After staining, images of slices were captured by a digital camera (SX 710HS, Canon, Tokyo, Japan). The infarct size was calculated as the summation of the infarct volume of all slices.

### 4.7. Magnetic Cell Separation

We used a magnetic cell sorting method to isolate microglia from brain tissues. All procedures are based on the MACS^®^ procedure of Miltenyi Biotec (Bergisch Gladbach, Germany), as previously described [60]. Briefly, the cortices were removed seven days after the first day of LPS or normal saline daily i.p. injection for four consecutive days. Dissected brain tissue was dissociated using a MACS^®^ Adult Brain Tissue Dissociation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany). Following the removal of cell debris, dissociated cells were re-suspended in 0.5% BSA in PBS. Next, an anti-CD11b MicroBead Kit (Miltenyi Biotec) was used to isolate microglia from the cell suspension. After the cell suspension was centrifuged, the supernatant was completely aspirated and 0.5% BSA in PBS was added to the cell pellet. Fcr Blocking Reagent (Miltenyi Biotec) was then added to the cell suspension followed by anti-CD11b microbeads and the cell suspension was incubated for 15 min at 4 °C to achieve magnetic labeling. The cell suspension was then applied to the MACS^®^ column (Miltenyi Biotec), which was placed in the magnetic field of the MACS^®^ separator (Miltenyi Biotec). Unlabeled cells passed through and were collected. The magnetically-labeled cells were retained within the column. The column was removed from the separator and placed in a collection tube. An appropriate amount of buffer was added to the column and the magnetically labeled cells were eluted as the positively-selected cell fraction. After centrifugation (5000× *g* for 3 min) and removal of the supernatant, total RNA was purified from the cell pellets using an RNeasy^®^ Micro Kit (Qiagen, Venlo, The Netherlands). Each RNA sample was obtained from two mice. Three RNA samples per group were prepared.

### 4.8. RNA Sequencing Analysis

The quality of RNA samples was assessed using an RNA 6000 Pico Kit (Agilent, Santa Clara, CA, USA) and a 2100 Bioanalyzer (Agilent). First, 1 µg of total RNA was used to construct sequencing libraries. The sequencing libraries for RNA-seq were prepared using the Hieff NGS™ Ultima Dual-mode mRNA Library Prep Kit (Yeasen Biotechnology, Shanghai, China) according to the manufacturer’s protocol and then sequenced with DNBSEQ-G400 (MGI Tech, Shenzhen, China) based on the PE150 strategy. The sequencing data was filtered with SOAPnuke (v1.5.2) to remove reads containing a sequencing adapter, those with low quality, and those with a greater than 5% unknown base (‘N’ base) ratio. Clean reads were obtained and stored in the FASTQ format. The subsequent analyses and data mining were performed on the Dr. Tom Multi-omics Data mining system (https://biosys.bgi.com/, accessed on 12 July 2023). The clean reads were mapped to the reference genome of *Mus musculus* (UCSC mm39) using HISAT2 (v2.0.4) and Bowtie2 (v2.2.5), respectively. Then, Ericscript (v0.5.5) and rMATS (v3.2.5) were used to detect fusion genes and differential splicing genes (DSGs), respectively. Expression levels of genes were calculated by RSEM (v1.2.8). The differential expression analysis was performed using DESeq2 (v1.16.1). Gene enrichment analysis (Gene Ontology term analysis and KEGG pathway analysis) was conducted using the Metascape website (https://metascape.org, accessed on 1 August 2023). Gene expressions with 1 more than |log2 fold change| and a *p*-value less than 0.05 were considered significantly changed.

### 4.9. Statistical Analysis

Statistical analysis was performed using the Student’s *t*-test for comparisons between two groups and one-way ANOVA followed by Tukey’s post-hoc test for comparisons among three or more groups. Differences were considered significant when the *p*-value was less than 0.05. Data are expressed as the means ± the standard error of the mean (SEM). OriginPro 2021 or 2022 (Origin-Lab, Northampton, MA, USA) was used for the statistical analyses.

## 5. Conclusions

We demonstrated that the degree of peripheral infection and/or inflammation had the exact opposite effect of exacerbating or alleviating cerebral ischemic injury. Mild inflammation by 1LPS exacerbated the cerebral ischemic injury, which was independent of microglia, but was dependent on peripheral immune cells. In contrast, severe inflammation by 4LPS alleviated cerebral ischemic injury, which was dependent on microglia. Thus, systemic inflammation differentially affects the brain through the coordination of peripheral immune and glial cells.

## Figures and Tables

**Figure 1:**
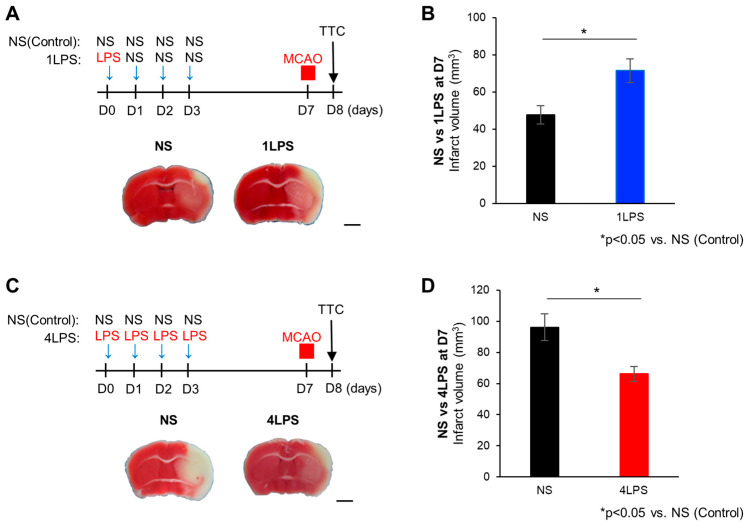
LPS-induced mild or severe inflammation influences MCAO infarct lesion size. (**A**) Top: Schematic diagram showing the experimental protocol. Bottom: Representative images of triphenyltetrazolium chloride (TTC) staining in the normal saline (NS) group (left) and 1LPS group (right). Scale bar, 2 mm. (**B**) Quantification of infarct volumes (NS group (*n* = 5 mice) vs. 1LPS mice (*n* = 6 mice), * *p* < 0.05, unpaired *t*-test). (**C**) Top: Schematic diagram showing the experimental protocol. Bottom: Representative images of TTC staining in the NS group (left) and 4LPS group (right). Scale bar, 2 mm. (**D**) Quantification of infarct volumes (NS group (*n* = 7 mice) vs. 4LPS mice (*n* = 8 mice), * *p* < 0.05, unpaired *t*-test). All data are expressed as the mean ± standard error of the mean (SEM).

**Figure 2:**
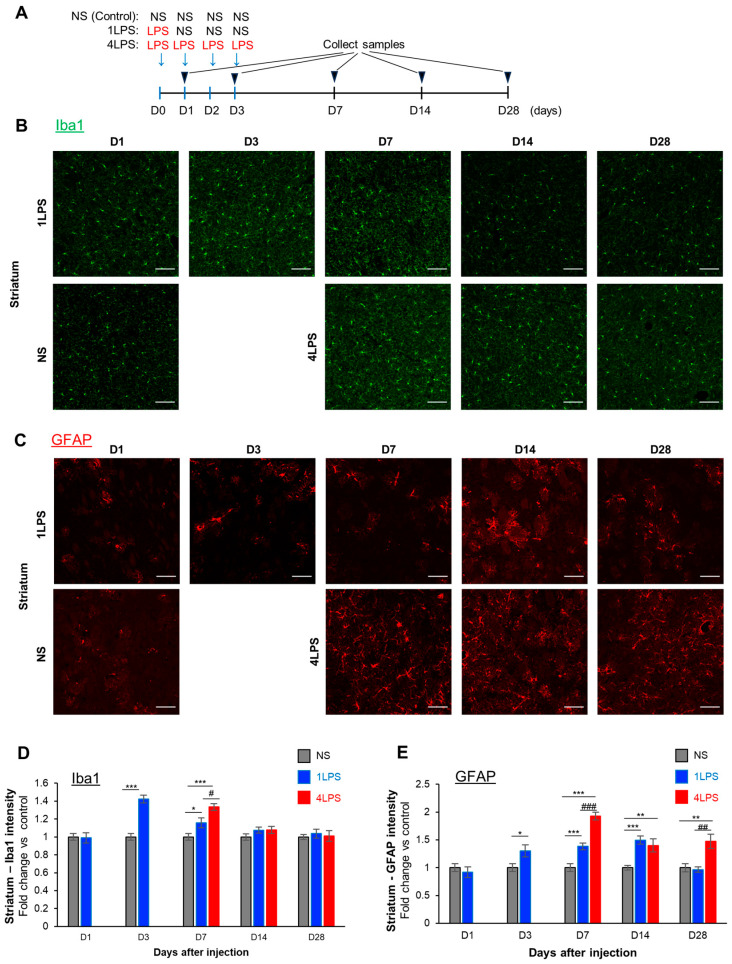
Time course of LPS administration-induced microglia and astrocyte activation in the striatum. (**A**) Experimental protocol for collecting IHC samples. Mice were injected with LPS for 4 consecutive days (4LPS group), for 1 day followed by 3 injections of normal saline (1LPS group), or 4 times with normal saline (control normal saline (NS) group). Brain samples were collected at D1 and D3 only for the 1LPS group, and D7, D14, and D28 for all groups. Representative images of Iba1 (**B**) and GFAP (**C**) staining in the striatum of all groups at different time points. Samples from NS group mice were collected at different time points but only one image is shown here. Scale bar = 100 µm. (**D**) Quantitative data for Iba1 intensity in the striatum of (**B**). Values are shown as the means ± SEM; * *p* < 0.05, *** *p* < 0.001 vs. NS; # *p* < 0.05 vs. 1LPS, *n* = 4 mice per group, one-way ANOVA with Tukey’s post hoc test; gray bar: NS, blue bar: 1LPS, red bar: 4LPS. (**E**) Quantitative data for GFAP intensity in the striatum of (**C**). Scale bars, 100 µm. Values are shown as the mean ± SEM; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 vs. NS, ## *p* < 0.01, ### *p* < 0.001 vs. 1LPS, *n* = 4 mice per each group, one-way ANOVA with Tukey’s post hoc test; gray bar: NS, blue bar: 1LPS, red bar: 4LPS.

**Figure 3:**
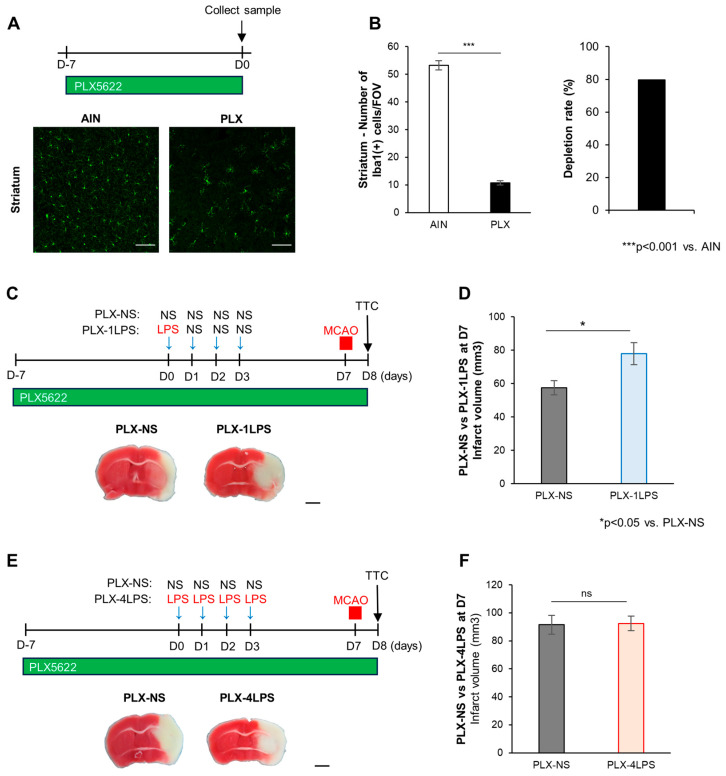
Effects of PLX treatment on 1LPS-induced exacerbation and 4LPS-induced protection of MCAO brain damage. (**A**) Top: Schematic diagram showing the experimental protocol for PLX efficacy. Bottom: Representative images of Iba1 staining in the striatum after 7 days of PLX diet and control diet (AIN). Scale bars = 100 µm. (**B**) Quantification of Iba1(+) cell numbers in one field of view (left) and the depletion rate (right) in the striatum, *n* = 3, *** *p* < 0.001, unpaired *t*-test. (**C**) Top: Schematic diagram showing the experimental protocol. Bottom: Representative images of TTC staining (PLX-normal saline (NS) group (left); PLX-1LPS group (right)). Scale bar, 2 mm. (**D**) Quantification of infarct volumes in PLX-NS mice (*n* = 6) and PLX-1LPS mice (*n* = 10) (PLX-NS mice vs. PLX-1LPS mice, * *p* < 0.05, unpaired *t*-test). (**E**) Top: Schematic diagram showing the experimental protocol. Bottom: Representative images of TTC staining (PLX-NS group (left); PLX-4LPS group (right)). Scale bar, 2 mm. (**F**) Quantification of infarct volumes in PLX-NS mice (*n* = 6) and PLX-4LPS mice (*n* = 8) (PLX-NS mice vs. PLX-4LPS mice, *p* = 0.91, unpaired *t*-test). All data are expressed as the mean ± SEM. n.s.: not significant.

**Figure 4:**
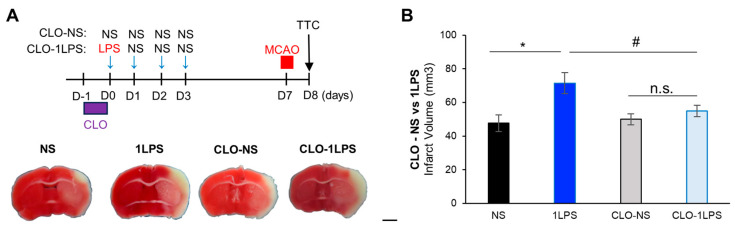
Clodronate (CLO) treatment abolishes 1LPS-induced exacerbation of MCAO lesions. (**A**) Top: Schematic diagram showing the experimental protocol. Bottom: Representative images of TTC staining in the non-CLO-normal saline (NS) group (*n* = 5 mice), non-CLO-1LPS (1LPS) group (*n* = 6 mice), CLO-NS group (*n* = 6 mice), and CLO-1LPS group (*n* = 8 mice). Scale bar, 2 mm. (**B**) Quantification of infarct volumes (NS mice vs. 1LPS mice, * *p* < 0.05; NS mice vs. CLO-NS mice, *p* = 0.70; 1LPS mice vs. CLO-1LPS mice, # *p* < 0.05; CLO-NS vs. CLO-1LPS, *p* = 0.41. One-way ANOVA with Tukey’s post hoc test). All data are expressed as the mean ± SEM. n.s.: not significant.

**Figure 5:**
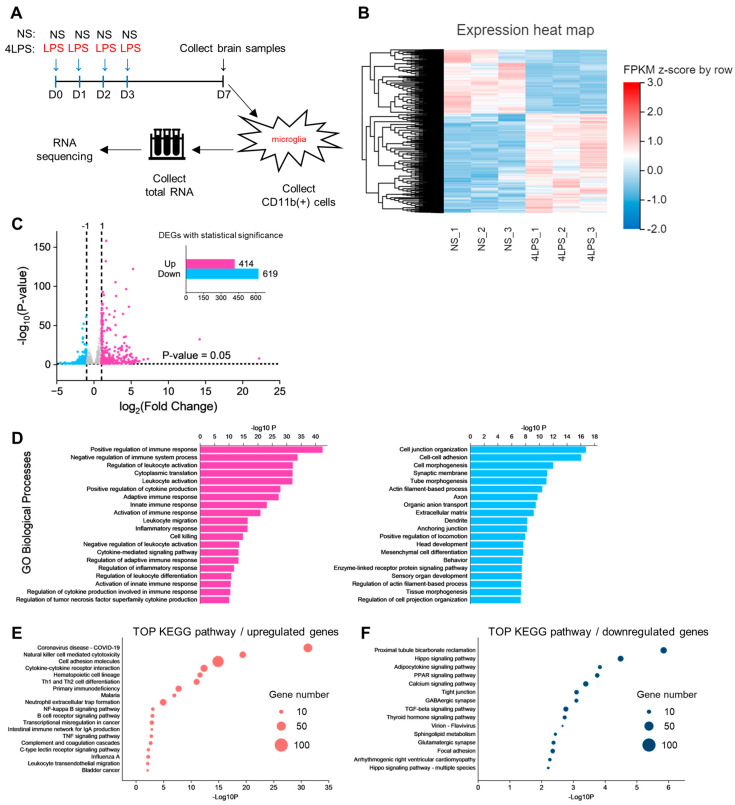
Transcriptome analysis of microglia isolated from 4LPS mice. (**A**) Schematic diagram illustrating the isolation of CD11b-positive cells from the cortex for RNA-seq using the MACS procedure. (**B**) Heatmap of z-scores obtained from the fragments per kilobase of exon per million mapped fragments (FPKM) of 2334 genes in the 4LPS group (*n* = 3 samples) and NS group (*n* = 3 samples). (**C**) Volcano plot of differentially expressed genes (DEGs) between microglia of the 4LPS group and NS control group (*x*-axis: log2 fold change, *y*-axis: −log10 adjusted *p*-value). Analysis of DEGs (4LPS vs. NS control) in microglia (upregulation of 414 genes and downregulation of 619 genes). (**D**) Top Gene Ontology (GO) terms of upregulated genes (**left**) and downregulated genes (**right**). (**E**,**F**) Top KEGG pathways of (**E**) upregulated genes and (**F**) downregulated genes. The dot size represents the number of genes with statistically significance. The horizontal axis is the *p*-value of the pathways analyzed.

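Some genes of cell junctions, extracellular matrix and synapses and some markers of astrocytes and endothelial cells were lower in 4LPS samples. Of 26 genes of cell junction and adhesion, 11 were lower and 15 did not pass, with a median log2 fold change of -0.79 (11 when adjusted over the list alone; camera, adjusted p = 8.36e-07, and adjusted p = 0.166 with an estimated correlation). Jam2, an adhesion molecule, fell by 0.70 on the log2 scale (adjusted p = 2.85e-04 from edgeR). Of 25 genes of the extracellular matrix, 8 were lower and 17 did not pass (9 when adjusted over the list alone; camera, adjusted p = 1.30e-04, and adjusted p = 0.302 with an estimated correlation). The basement membrane proteins Nid2 and Hspg2 fell by 0.81 and 1.30 on the log2 scale (adjusted p = 0.00263 and 0.00616 from edgeR). Of 21 genes of synaptic proteins, Nlgn2, Pclo, Vamp2, Nrxn2 and Bsn were lower and 16 did not pass (6 when adjusted over the list alone; camera, adjusted p = 2.45e-05, and adjusted p = 0.166 with an estimated correlation). Of 15 astrocyte markers, 8 were lower and 7 did not pass (10 when adjusted over the list alone; camera, adjusted p = 2.47e-05, and adjusted p = 0.177 with an estimated correlation). Slc1a2, a glutamate transporter of astrocytes, fell from 48.3 ± 11.8 CPM to 16.7 ± 3.05 CPM (SD, n = 3 samples per group; adjusted p = 0.00197 from edgeR). Of 15 endothelial markers, Itm2a, Kdr, Pecam1 and Slco1a4 were lower and 11 did not pass (5 when adjusted over the list alone; camera, adjusted p = 3.53e-04, and adjusted p = 0.478 with an estimated correlation). Markers of the choroid plexus summed to 6452, 5631 and 677 CPM in NS replicates 1 to 3 and 2164, 39.6 and 539 CPM in 4LPS replicates 1 to 3, and none of the 10 passed. Their median log2 fold change was -1.23 (camera, adjusted p = 0.0779, and adjusted p = 0.464 with an estimated correlation). The list passed without 4LPS replicate 1 (camera, adjusted p = 0.0130). Without that sample or without NS replicate 3, 1 of these markers was lower. With a sample left out, between 1 and 5 synaptic, 6 and 12 junction, 4 and 9 matrix, 5 and 8 astrocyte and 1 and 8 endothelial genes were lower. Each of the 6 samples, when left out, moved at least 1 of these counts by over 1.5 times.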

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The sequencing data reported in this paper are available through the NCBI Gene Expression Omnibus (GEO) accession GSE244358.

How the deposited data were processed for this re-analysis (not part of the article)

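RNA-seq was performed on CD11b+ cells isolated from the cortex by MACS, from 3 NS samples and 3 4LPS samples at D7, each pooled from 2 mice. Conditions and replicate numbers were taken from the sample labels and the methods of the paper. The 3 samples of a group came from separate pools of mice.

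The authors sequenced paired reads, filtered them, mapped them to the mouse genome (mm39 in the methods, and mm39 and mm10 in the submitters' processing notes) with HISAT2 2.0.4 and Bowtie2 2.2.5, and estimated expression with RSEM 1.2.8. The submitters' notes and the methods name DESeq2 1.16.1 for the differential expression. The gene annotation is not given in the sources used here. The authors deposited expected counts from RSEM, which are estimated counts that need not be whole and are not normalized. They also deposited FPKM values and TPM values, which are scaled for gene length and for the library total, and a normalized signal, which is the expected count rounded up and divided by a size factor per sample. The authors' group means were not used. TPM and the normalized signal were read only to identify their units, since the counts stand in the same table. RSEM shares a read between the genes it matches, so genes with near-identical copies, such as MHC class I genes, are uncertain one by one. The table has no mitochondrially encoded gene among its 16516 genes.

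Here the expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, using TMM factors, filterByExpr on the groups, the quasi-likelihood F-test and Benjamini-Hochberg adjustment over the 13151 genes tested. The log2 fold change is that of 4LPS over NS, and its standard error is the log2 fold change divided by the square root of the F statistic. With 3 samples per group, single comparisons by exact permutation could not pass a threshold of 0.05, so p-values come from models fitted across all genes. Total counts were 15158342 to 15746606 (median 15462166) in NS and 15164123 to 15462396 (median 15208805) in 4LPS. In data simulated for the comparison of 4LPS with NS over 13151 genes, edgeR recovered 39.4% of 66 genes changed 1.5-fold, 71.6% of 67 genes changed 2-fold and 93.8% of 65 genes changed 4-fold, and 12 of its 147 calls were false. In this simulation a gene changed 1.5-fold was thus more often missed than found. The comparison itself gave 2153 calls. With fewer calls the adjusted threshold was stricter in the simulation, so its recovery does not carry over to the comparison. No pair of samples was a repeated library, since counts of samples in a group differed by at least 6.33 times the sampling noise (mean chi-square per gene).

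The genes named in the text were set by a rule before the data were examined. They are the 24 genes that the paper names for this experiment, the 10 largest increases and 10 largest decreases among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between groups (leaving out predicted genes and variable segments), and up to 4 genes with the smallest adjusted p from each list described. Members of a list that passed are also named where 5 or fewer passed in a direction, and these were chosen after their values were seen, as were Ttr and the 6 acute inflammation genes. Some genes that the rule names are not reported here. Gene lists and markers of other cell types were also set then, and 48 lists were tested with camera in limma 3.58.1. Some of these lists follow genes or pathways that the paper reports for the same samples. A list of mitochondrially encoded mRNAs had no member in the table. Alternatives set at that time were RLE and upper-quartile factors, no composition factor, no filter on low counts, at least 50 counts in 3 samples, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) of genes with at least 1 FPKM in 3 samples (and with a pseudocount of 0.1, and without the filter), a replicate block, a loess correction for gene length, both together, leaving out 228 genes of other cell types, and leaving out each sample, and for the lists camera with an estimated correlation and fry, which tests a list against no change. Coordinates are those of GRCm39 in the GENCODE annotation, matched by gene symbol for 15995 of the genes. Gene length was derived from the counts and FPKM of the authors' table, and GC content from the longest coding transcript.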

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

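The tests of a single library as the source of the T and NK cell genes and of choroid plexus as the source of the lower brain cell genes were chosen after values per sample had been seen, as was leaving out Thy1 from the neuron markers, and the other tests in this part were set before the values they measure.

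Cytosolic ribosomal protein genes, which the text of the paper does not discuss, were all higher in 4LPS samples (78 of 78), and the count was 78 with each of the 6 samples left out. Gene length is not the cause as a whole, since the median log2 fold change exceeded that of genes matched on length and expression by 0.79 (interquartile range 0.05 over 1000 random draws), and nor is GC content, for which the excess was 0.89 (0.04). Other mRNAs that start with a 5′ terminal oligopyrimidine tract, whose translation is controlled jointly with these genes, had a median of 0.57, with 19 of 22 higher and none lower at an adjusted p under 0.05 from edgeR. These values go with a joint rise of this class in 4LPS samples, as a hypothesis. Whether microglia or any lymphocytes retained with them carry it stays open, and reads shared with pseudogenes were not tested.

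Markers of NK cells (13 of 14 higher) and of T cells (8 of 10 higher) stood far above NS samples, where the NK cell markers summed to 11.1 ± 2.72 CPM against 136 ± 9.71 CPM in 4LPS (SD, n = 3 samples per group). Of the 24 markers in both lists, 21 were higher, and their median log2 fold change was 3.86. These genes are the pattern itself, so their count cannot decide whether the beads retained more lymphocytes. The beads would retain NK cells that carry CD11b, while most T cells carry little of it. A single 4LPS library is not the source, since at least 20 of the 21 passed without any one of them. Expression of these genes by microglia themselves was not tested and stays open, and the most abundant marker, Gzma, reached 41.6 CPM in 4LPS samples.

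Markers of astrocytes (8 of 15) and endothelial cells (4 of 15) were lower in 4LPS samples, while no neuron, oligodendrocyte or mural marker passed as lower at an adjusted p under 0.05 from edgeR (camera, adjusted p = 0.358, 0.0265 and 0.0254, and 0.558 for each with an estimated correlation), and the oligodendrocyte list did not pass without NS replicate 3, 4LPS replicate 1 or 4LPS replicate 3 (0.260, 0.123 and 0.056) nor the mural list without NS replicate 3 or 4LPS replicate 1 (0.149 and 0.130). The median log2 fold changes of neuron, astrocyte, oligodendrocyte, endothelial and mural markers were -0.47, -0.95, -0.61, -0.90 and -0.61. The highest was -0.47 and they lay within 0.49 of each other. Interquartile ranges of astrocyte (-1.27 to -0.68) and endothelial markers (-1.07 to -0.70) lay below those of neuron (-0.60 to 0.056) and oligodendrocyte markers (-0.65 to -0.55). The range of mural markers (-0.79 to -0.35) overlapped all of these. The shared direction of the medians goes with fewer such cells carried through the CD11b selection, but the ranges do not show an equal loss of each type. Thy1, a neuron marker that T cells also carry, rose with a log2 fold change of 3.29 (adjusted p = 2.03e-04 from edgeR), and it set the mean of the neuron markers at -0.02, while the other 10 had a mean of -0.35 and summed to 35.3 CPM in NS and 29.5 CPM in 4LPS, with none past an adjusted or unadjusted p of 0.05. Gene length is not the cause as a whole, since the markers lay 0.60 below matched genes (difference -0.60, interquartile range 0.05 over the draws), and nor are different amounts of choroid plexus, since with its marker level as a covariate the median of the astrocyte, oligodendrocyte, endothelial and mural markers was -1.04, against -0.72 before. A change of expression within the carried-over cells stays open.

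The other signals in genes outside those that the paper discusses, each above the NS samples, are given as values. Of MHC class I presentation genes 14 of 20, of type I interferon genes 20 of 32 and of lysosomal genes 22 of 33 were higher at an adjusted p under 0.05 from edgeR. Apoe, C3 and Cd72 had log2 fold changes of 2.69, 2.64 and 2.97. The interferon count was 13 without NS replicate 2 and 11 without 4LPS replicate 1.

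The groups of 3 samples allow 10 splits, too few for a share under 0.05. The real split gave 2153 changed genes and was 1 of 10 to reach that number, and the highest of the other splits gave 0 (edgeR, adjusted p under 0.05).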

How the results depend on the processing

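The DESeq2 fit on counts rounded up and the fit with the choroid plexus level as a covariate were chosen after seeing the data. Of 2284 comparisons for 106 named genes, 2187 kept their direction and their side of the threshold, 47 lost the threshold, 40 gained it and 10 changed sign, all of the last in Tnf, Ccl2, Mrc1 and Cd163, none of which passed. The causes were not tested, except that fits without a sample have fewer samples and filters change the genes tested.

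Genes higher at an adjusted p numbered 823, 813 and 818 with limma on FPKM (pseudocount 1, 0.1, and no filter), 2111 with the length correction, 2366 with the replicate block and length correction, and 708 with the choroid covariate, and ranged from 781 to 1629 with a sample left out. Genes lower numbered 1486, 1454 and 1335 with limma on FPKM, 1711 without a composition factor and 327 with the choroid covariate, and ranged from 363 to 1215. At the thresholds of the paper, higher genes numbered 224 with at least 50 counts, 169, 247 and 166 with limma on FPKM, and 356 to 550 with a sample left out. Lower genes numbered 323, 133, 372 and 126 in the same order, 282 with an adjusted p, 364 with DESeq2 and an adjusted p, and 404 to 816 with a sample left out. The replicate block gave 1275 higher and 1081 lower genes, and passed Il1b and Zfp36 (adjusted p = 0.00779 and 0.00645). Samples with the same number did not deviate together (correlations of 0.47, -0.26 and 0.07), so the numbers do not pair them.

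With limma on FPKM, Mrc1 was at -0.0017, -0.0031 and -0.0017, and with the choroid covariate Tnf was at -0.00098. With a sample left out, Tnf ranged from -0.43 to 0.70, Ccl2 from -0.66 to 0.34, Mrc1 from -0.16 to 0.40 and Cd163 from -0.31 to 0.67.

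An estimated correlation ended 35 list calls, among them the homeostatic genes of the paper (adjusted p = 0.406) and the DAM genes (0.209). The anti-inflammatory genes of the paper, at 0.0662, passed with upper-quartile factors (0.0466), no composition factor (0.0185) and the replicate block (0.0130), and ranged from 0.0151 to 0.108 with a sample left out. The homeostatic genes were at 0.0832 with the block and ranged from 0.0254 to 0.0891. With fry, which tests a list against no change and not against other genes, 8 calls ended, those of acute inflammation, neutrophil, endothelial and oligodendrocyte precursor lists (0.132 each), monocytes (0.158), oligodendrocytes and mural cells (0.284 each) and immediate early genes (0.362), while phagocytic receptors and B cell markers passed (0.00843 and 0.034). The proinflammatory genes changed direction with fry (0.945) and, with camera, without NS replicate 1, NS replicate 2 or 4LPS replicate 3, and ranged from 0.305 to 0.907. Cholesterol and lipid genes and neuron markers changed direction with at least 50 counts (0.998 and 0.295), and with a sample left out the former ranged from 0.460 to 0.973, changing direction without NS replicate 3 or 4LPS replicate 1, and border-associated macrophage markers from 0.116 to 0.989, changing direction without 4LPS replicate 1. Depth limits Il10, at 5 counts in NS samples and 29 in 4LPS samples.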

Differences from the paper's values

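The paper's 414 upregulated and 619 downregulated genes stand beside 373 and 631 from edgeR, and 413 and 619 from DESeq2, both with unadjusted p-values and within 1.5 times of the paper's. At the same thresholds, counts over 1.5 times below the paper's came from genes with at least 50 counts (224 and 323), from limma on FPKM (169 and 133, 247 and 372 with a pseudocount of 0.1, and 166 and 126 with no filter) and, for lower genes alone, without NS replicate 1 (404). With p-values adjusted, as the axis label in the legend of Figure 5C has them, the counts were 339 and 364 from DESeq2 and 312 and 282 from edgeR, of which 282 and 364 lower genes are over 1.5 times below the paper's number.

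The paper calls Il10, Dusp1 and Zfp36 significantly higher. Dusp1 passed here, with an adjusted p of 0.0172 from edgeR, but not without NS replicate 1 (0.0644), 4LPS replicate 2 (0.0510) or 4LPS replicate 3 (0.0574) or with the choroid covariate chosen after seeing the values (0.0859). Zfp36 had a log2 fold change of 0.50, under the fold threshold of the paper. Its unadjusted p was 0.0278 and its adjusted p 0.104 from edgeR. Zfp36 passed the adjusted threshold without NS replicate 3 (0.0293). It also passed with the replicate block (0.00645) and with the block and length correction (0.00365), but the replicate numbers do not pair the samples. Il10 had a log2 fold change of 2.67 from DESeq2, with an unadjusted p of 0.0473 and an adjusted p of 0.175. From edgeR without the filter it had 2.57, with 0.0397 and 0.152. In both fits Il10 met the thresholds of the paper with the unadjusted p-value and did not pass with the adjusted one. It passed the adjusted threshold without NS replicate 3 (0.0495). The paper reports Socs3 as not reaching significance, while here its adjusted p was 0.0487 from edgeR, with a log2 fold change of 0.83 that is under the fold threshold of the paper. This call was lost in 10 of 22 alternative settings, with upper-quartile factors (0.0521), without a composition factor (0.0561), with limma on FPKM (0.0666, 0.0677 and 0.101), with the choroid covariate chosen after seeing the values (0.171), without NS replicates 1 or 2 (0.122 and 0.103) and without 4LPS replicates 2 or 3 (0.0798 and 0.126). The paper reports that homeostatic genes were not lower. P2ry12 had a log2 fold change of -0.53, which the fold threshold of the paper leaves out, and fell at an adjusted p of 0.00688 from edgeR and 5 others passed with DESeq2 (0.00211 for Tmem119, 7.41e-04 for Cx3cr1, 0.00920 for Siglech, 0.00629 for Sall1 and 0.00465 for Gpr34) and, with edgeR, without a composition factor (0.018, 0.0241, 0.0198, 0.0143 and 0.0321 in the same order). These 5 did not pass with edgeR at the settings used here (0.0658, 0.136, 0.0944, 0.100 and 0.0918), nor with the length correction added to it (0.110, 0.514, 0.137, 0.850 and 0.101). The correction moved their log2 fold changes from -0.21, -0.17, -0.19, -0.14 and -0.28 to -0.19, -0.08, -0.17, -0.02 and -0.26. Over 22 alternative settings the 5 genes passed as lower in 9, 6, 6, 6 and 5, in the same order. With limma on FPKM and a pseudocount of 1, Tmem119, Cx3cr1 and Siglech were among those that passed (0.0196, 0.0205 and 0.0272). Over all alternatives the adjusted p of the 5 genes ranged from 0.0021 to 0.219, 7.19e-04 to 0.514, 0.00916 to 0.213, 0.00615 to 0.850 and 0.00464 to 0.221. Csf1r did not pass (0.351 from edgeR).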

Other observations

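Glycolysis genes rose in part, with 10 of 18 higher, Hk1 and Pfkm lower and 6 not past the test (10 and 2 when adjusted over the list alone; camera, adjusted p = 0.00353, and adjusted p = 0.455 with an estimated correlation). Pfkfb3, which drives glycolysis, and Pfkl, a phosphofructokinase, had log2 fold changes of 0.62 and 0.46 (adjusted p = 7.30e-05 and 0.00155 from edgeR). With a sample left out the higher count lay between 5 and 10, and moved by over 1.5 times without 4LPS replicates 1 or 3, and the lower count lay between 1 and 3, moving without NS replicates 1 or 2 or any 4LPS sample. Mitochondrial ribosomal proteins did not share the rise of the cytosolic ones, as none of 42 was higher and Mrps11 was lower (0 of 42 in either direction when adjusted over the list alone; camera, adjusted p = 0.295, and adjusted p = 0.558 with an estimated correlation; 6 of 42 had an unadjusted p under 0.05). None of the 42 was lower in the 5 fits without NS replicates 1 or 2 or a 4LPS sample, and 3 were lower without NS replicate 3. Of 30 cell cycle genes, Mcm3, Mcm7, Cdk1 and Mki67 were higher and 26 did not pass (2 when adjusted over the list alone; camera, adjusted p = 9.69e-06, and adjusted p = 0.406 with an estimated correlation). Between 2 and 11 were higher with a sample left out, moving by over 1.5 times without NS replicates 1, 2 or 3 or 4LPS replicates 1 or 3.

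Of 15 markers of border-associated macrophages, Stab1, Ms4a7 and Siglec1 were higher (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.757, and adjusted p = 0.937 with an estimated correlation), with 1 higher without NS replicates 1 or 2, none higher without 4LPS replicates 1 or 3, and 2 and 1 lower without these 4LPS samples. Without the immediate early genes Dusp1, Zfp36 and Socs3, the other 38 genes of that list had a median log2 fold change of 0.19, with 5 higher and 1 lower at an adjusted p under 0.05 from edgeR. Ttr, the choroid plexus gene, was at 0.20 CPM in 4LPS replicate 2 and at 5918 CPM in NS replicate 1.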
